A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

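The data came from array comparative genomic hybridization (array CGH), in which the DNA of a test mouse and that of a reference mouse are labelled with different dyes and hybridised to the same spots. Genomic DNA from tails of 1 family of mice was used: 1 sire, 1 dam and 7 offspring. The labels give the strain as C57BL/6, and the study's methods name the substrain C57BL/6J/Nrs. The sire had not been irradiated (0 Gy). Every mouse was set against DNA of the same single male reference mouse on 2 arrays with the dyes exchanged (a dye swap), which gave 18 arrays for 9 mice. The arrays were those of a second, denser screening: the probes had been placed around the probes that were positive in a first screening, so they sample chosen places and not the whole genome evenly. The data of the first screening were not used here. Groups were taken from the labels alone. The labels do not give the sex of the offspring, so values on the X and Y chromosomes are listed per mouse without groups.

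The authors extracted the images with Agilent Feature Extraction 10.7.1.1 and deposited 1 scanner file per array. Per the file headers, the log10 ratio of each spot is Cy5 over Cy3 after background subtraction, spatial detrending and a linear dye normalization with 1 factor per channel. Per the file headers, the median intensity of each spot and of its local background is also given, without correction. The series matrix deposited by the authors holds log2 ratios of the same spots. Set against the scanner ratios and the dye of the mouse on each array, these were reference over mouse on all 18 arrays, with a largest difference of 5.0e-07. Probe coordinates are those of the mouse build mm9. All 18 columns of the matrix were matched to a sample by name.

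The log10 ratios were turned into log2 ratios, and the sign was turned so that each ratio was mouse over reference. Control spots and spots with an outlier mark were left out. Spots of the same probe were averaged. Each array was centred on the median of its autosomal probes, with no loess, since true copy number shifts can go in one direction. A probe counted for a mouse only when both arrays of its dye swap had a value. The 2 arrays of a mouse were treated as 1 replicate. Precision was measured as the SD of differences between neighbouring probes divided by the square root of 2 (the noise).

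The calling rule was adapted from the study's methods for the second screening. A probe was called positive when the log2 ratio passed 0.5 with the same sign on both arrays and another positive probe of that sign lay within 3 probes and 10 kb. The methods also require that one of these probes was positive in the first screening and the other newly selected, which was not applied here. The limit of 10 kb, the same sign in both probes and the median centring were added here. In the family comparison, a candidate de novo region was a run of at least 4 probes that were positive in an offspring and not positive with that sign in either parent. A candidate region was called clear when the mean log2 ratio over its span passed 0.5 in size in the offspring and stayed under 0.3 in size in both parents. The background was measured with the same rule after flipping the sign of 1 of the 2 arrays of each mouse, which cancels a true copy number difference and keeps noise. It also turns dye bias of a probe into a call, so it is an upper bound. A second background was the number of regions positive in 1 parent and in no other mouse.

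Numbers of positive probes were compared between the 7 offspring and the 2 parents with an exact two-sided permutation test on the difference of means. Each clear region was compared between its carrier and the other 8 mice with the same test. Probe by probe, limma 3.58.1 in R 4.3.3 (lmFit and eBayes, dye-swap pairs averaged with avearrays, Benjamini-Hochberg at 0.05) was used for offspring against parents and for all 9 mice against the reference. The reference is 1 animal and the mice are related, so the latter test leaves out the spread between reference animals. The regions named in the report were fixed by a rule: every clear de novo region up to 10, by number of positive probes, then the 3 regions with the most probes among those positive in all 9 mice, and the 3 with the most probes among those positive in a parent but not in all mice. The tests, the naming rule and most alternatives were chosen before the data were examined.

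The alternatives were thresholds of 0.8 and 0.4, no centring, normexp background correction with an offset of 50, the series matrix, a threshold on the mean of the dye-swap pair, other limits on the neighbour, spots with an outlier mark kept, dim probes left out, regions of at least 2 or 10 probes, the slide as a random block, eBayes with trend and robust, and leaving out each mouse in turn. The normexp alternative had been planned on mean signals, and median signals were used in their place. The correlation within slides was estimated on every 10th probe to limit computing time. The scan and the slide coincided. The 5 slides held the sire and the dam, offspring 1 and 2, offspring 3 and 4, offspring 5 and 6, and offspring 7, so the parents shared a slide with no offspring.

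Some analyses were added after the data were seen. Positive probes were also counted with the named losses on chromosomes 3 and 17 left out. Segments were sought with a moving mean over 15 consecutive probes within 50 kb at levels of 0.2, 0.25 and 0.3. For these, 2 backgrounds were made from the difference of the 2 arrays divided by 2, with and without the mean of each probe over mice. The edges of 2 losses were fitted by least squares with 150 probes on either side. Stretches that chromosomes 3 and 17 share with the Y chromosome were sought in GRCm38 with minimap2 2.31-r1302 (samtools 1.23.1 for the sequences), in pieces of 100 kb with a step of 50 kb, at an identity of at least 95%. GRCm38 is another build than that of the probes, so no coordinate was carried from one to the other, and no gene is named by position.

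The scripts were tested on simulated data. In noise with the measured spread of each array over 170188 probes, the rule gave 0 positive probes and the moving mean 0 segments. This noise was normal, independent between probes and without dye bias, so it does not give the rate of false calls in the data. Of 15 simulated de novo losses of 20 probes, the rule found 15 as clear regions at a log2 ratio of −0.7, 15 at −1.0 and 0 at −0.4, where the moving mean found 15. Of 15 losses of −0.7 shared with the dam, 1 gave a candidate region and 0 a clear one. No gains were simulated for the rule. For offspring against parents, limma recovered 92.5% of 200 probes changed by 0.6 among 169710 and made 9 other calls. With a change of 0.3 it recovered 43% and made 3 other calls, so many shifts of that size would be missed. For the family against the reference limma recovered 99.0% of another 200 probes changed by 0.6. It also called 58 of the 200 probes changed in the offspring alone, which shift the family mean too, and made 16 calls among unchanged probes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.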

Results

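The second-screening arrays of the family held 174314 spots of 170239 different probes, of which 170188 lay on the 19 autosomes, 48 on X and 3 on Y. The median distance between neighbouring autosomal probes was 95 bp, and 93.7% of the distances were within 10 kb. On the 18 arrays, between 99.0% and 99.7% of the spots were well above background in each channel, 0 spots were saturated and 110 to 197 spots had an outlier mark. The noise of single arrays ran from 0.15 to 0.21 on the log2 scale, with a median of 0.17, and that of the dye-swap mean from 0.066 in the sire to 0.12 in the dam. The number of arrays, 2 per mouse, limits the precision of every value. There was 1 sire and 1 dam, so neither parent has a replicate.

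The sex chromosomes were a check of the labels and of the orientation of the dyes, since the reference was male. The median log2 ratio of the 48 X probes was 0.00 in the sire and 0.77 in the dam. The median of the 3 Y probes was −0.02 in the sire and −1.23 in the dam. In offspring 1 the X median was 0.01 and the Y median −0.05. In offspring 2 to 7 the X medians were 0.74, 0.82, 0.78, 0.84, 0.87 and 0.81, and the Y medians −2.11, −1.38, −1.46, −1.85, −2.06 and −1.49. With normexp the difference between dam and sire was 0.60 on X and −0.90 on Y, against 0.77 and −1.21 here, which was the largest move under any alternative.

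**Figure D1:**
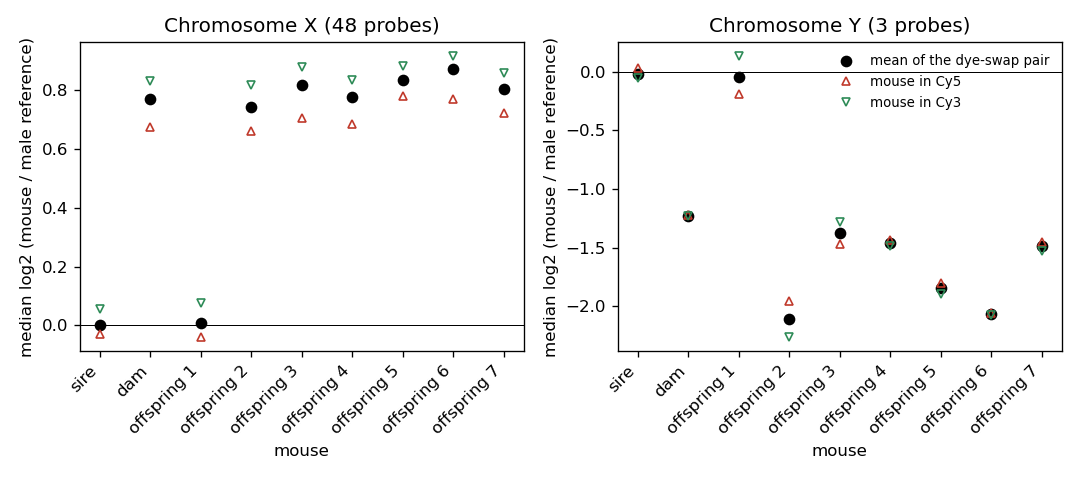
Median log2 ratio of mouse over the male reference for the 48 X probes (left) and the 3 Y probes (right) in each mouse. The sire and offspring 1 sit near 0 on both chromosomes, and the dam and offspring 2 to 7 sit between 0.74 and 0.87 on X and between −2.11 and −1.23 on Y.

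The next question was how many probes differed in copy number from the reference in each mouse. By the rule for positive probes, 44 autosomal probes were positive in the sire and 77 in the dam. In offspring 1 to 7 there were 24, 72, 93, 155, 152, 131 and 72. These counts leave out most probes of smaller shifts. By the moving mean, a gain of 693 probes on chromosome 4 was called in the sire and in offspring 1, 3, 5 and 7. Its mean there was between 0.30 and 0.38. Another gain on chromosome 4, of 419 probes, had 0.33 in the dam and 0.35 in offspring 3. Offspring had 99.9 ± 48.4 positive probes (SD, n = 7) and parents 60.5 ± 23.3 (SD, n = 2). This difference of 39.4 was within what other splits of the 9 mice gave (exact two-sided permutation test, p = 0.361, where 0.0278 is the smallest p that 36 splits allow). When the mean of the dye-swap pair had to pass in place of both arrays, the difference was −4.57. Over all mice there were 820 positive probes, and 450 after the sign of 1 array was flipped. Part of the counts came from the losses on chromosomes 3 and 17 described below, which followed the Y values: they held 54 to 56 positive probes in the dam and in each of offspring 2 to 7, and 0 in the sire and offspring 1. With these 2 regions left out, which was chosen after their values were seen, 434 positive probes were left, against 450 in the sign-flipped background. The difference between offspring and parents was then 18.9 (exact two-sided permutation test, p = 0.556). In the sire and in offspring 1 the flipped counts, 70 and 42, were above the counts of positive probes. Of the flipped calls, 435 went one way and 15 the other. Dye bias of a probe gives opposite signs on the 2 arrays, so it becomes a call only after the flip. The flipped counts are therefore an upper bound, and do not show that the positive probes are noise. Losses made up 0 of the 24 positive probes of offspring 1 and 136 of the 155 of offspring 4.

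**Figure D2:**
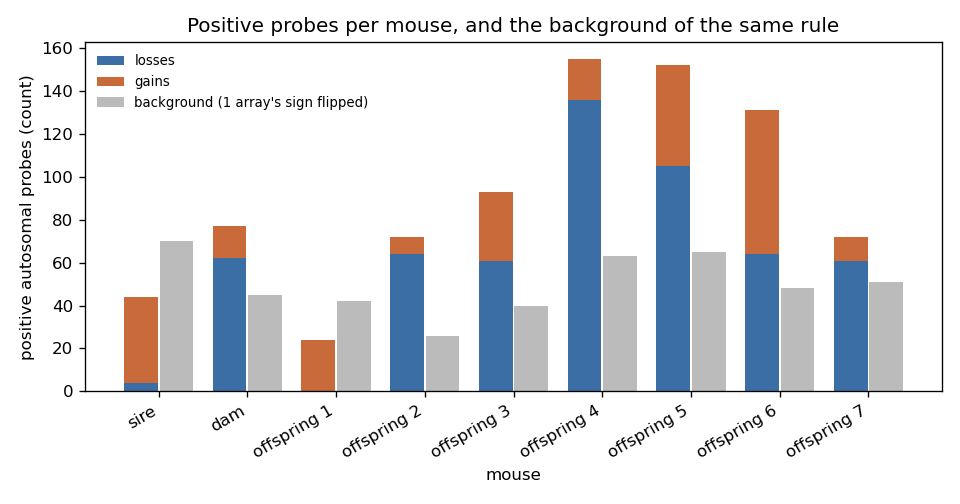
Number of positive autosomal probes in each mouse, split into losses and gains, beside the number the same rule gave after the sign of 1 of the 2 arrays was flipped (grey). Counts ran from 24 in offspring 1 to 155 in offspring 4, and the grey background from 26 in offspring 2 to 70 in the sire.

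The next count was of probes positive in every mouse with the same sign, as a large difference of the reference mouse itself would give. At the threshold of 0.5, 0 probes were positive in all 9 mice, against 0 in the sign-flipped background, and 60 were positive with one sign in at least 7. With a threshold of 0.4 there were 2. No region was therefore named by this rule, which does not exclude smaller shifts shared by all mice.

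The family comparison asked which changes were present in an offspring and in neither parent. There were 17 candidate de novo regions of at least 4 probes, 10 losses and 7 gains, and 0 in the sign-flipped background. Offspring 4 had 6 of them, offspring 5 had 4 and offspring 6 had 7, while offspring 1, 2, 3 and 7 had 0 each. The count moved most with the minimum size, and was 97 with regions of at least 2 probes and 3 with at least 10. In the parents, 1 region was positive in 1 parent and in no other mouse, a gain in the sire on chromosome 15 at 47319671 to 47320756. It was not private to the sire in its mean: offspring 4 had 0.51 and offspring 6 had 0.54 there, against 0.63 in the sire. The condition for parents was stricter, since a candidate region of an offspring may be shared by siblings, and it covered fewer mice. The 2 counts are therefore not a like comparison.

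Of the 17 candidates, 4 were clear, all of them losses in offspring 5 on chromosome 13. The first covered 55018288 to 55019156 with 9 positive probes, and its mean was −0.57 in offspring 5 and −0.00 ± 0.02 (SD, n = 8) in the other mice. The second covered 55030261 to 55031379 with 6 positive probes, with −0.50 in offspring 5 against 0.01 ± 0.03 (SD, n = 8). The next covered 55020816 to 55021122 with 4 positive probes and a mean of −0.60, and the last 55035702 to 55036166 with 4 positive probes and a mean of −0.69. In each of the 4 regions offspring 5 was lower than every other mouse, and the exact two-sided permutation test gave p = 0.111, the smallest value that 9 splits allow, so this design cannot reach 0.05. In offspring 5, 66, 79, 68 and 61 overlapping windows of as many consecutive probes elsewhere on the autosomes were as low as the 4 regions. Of these, 66, 65, 65 and 61 lay in the losses on chromosomes 3 and 17 described below, and 0, 11, 3 and 0 in another of the 4 regions. The other 3 windows, all for the second region, formed 1 place at 55025377 on chromosome 13, between the clear regions. The threshold decided how many regions were clear: there were 8 at 0.4 and 0 at 0.8. With normexp there was 1.

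The 4 clear regions lay close together. A step fitted by least squares to the mean of the dye-swap pair in offspring 5 ran from 55018233 to 55043700, a span of 25468 bp with 183 probes. Over this span, chosen after its values were seen, the mean was −0.38 in offspring 5, −0.01 in the sire, 0.03 in the dam and between −0.01 and 0.04 in the other offspring. The 2 arrays of offspring 5 gave −0.33 and −0.42. The nearest probe before the span was 98836 bp away, so its left edge is not known more closely than that. After the span came 3 probes with a mean of −0.08 and then a gap of 171520 bp.

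**Figure D3:**
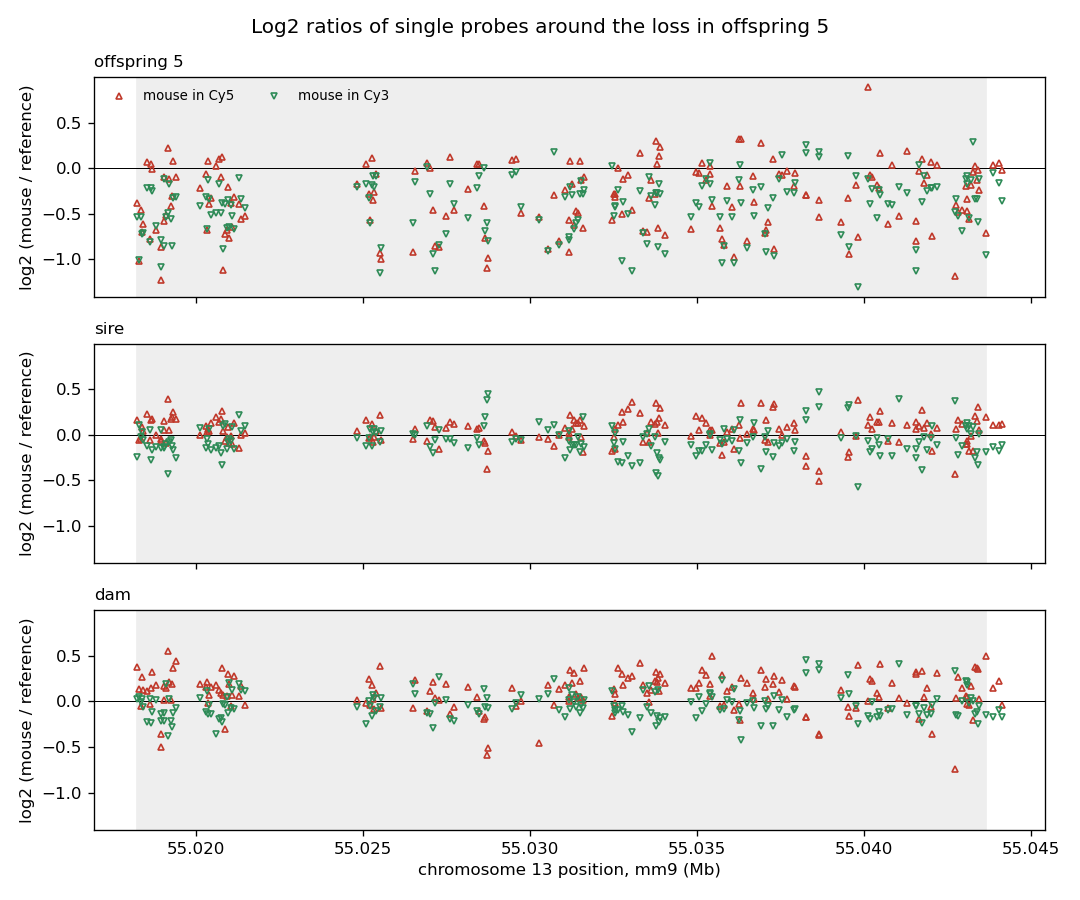
Log2 ratio of mouse over reference at single probes on chromosome 13 (mm9) in offspring 5, the sire and the dam. Triangles pointing up are arrays with the mouse in Cy5 and triangles pointing down those with the mouse in Cy3, and the shaded band is the fitted span from 55018233 to 55043700. Its mean was −0.38 in offspring 5, −0.01 in the sire and 0.03 in the dam.

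The other 13 candidates were not clear. The 5 candidate losses of offspring 4 lay on chromosome 3 between 5527091 and 5560092, in spans of 7440 bp and 14131 bp, and are named here after their values were seen. The mean log2 ratio was −0.71 over the former and −0.74 over the latter in offspring 4. The sire had −0.36 and −0.39 there, past the limit of 0.3 for a parent, and the dam had −0.06 and −0.07. A step fitted separately to offspring 4 and to the sire gave the same span in both, 5527091 to 5560092, of 33002 bp and 107 probes. Over it the mean was −0.72 in offspring 4, −0.37 in the sire and between −0.06 and 0.03 in the other 7 mice. Both arrays of the sire were low, with −0.44 and −0.31. The 22 probes just before this span also lay below 0, at −0.29 in offspring 4 and −0.14 in the sire against 0.02 in the dam, and beyond them no probe lay within 447180 bp. After the span the next probe was 18492 bp away. The edges of the loss are therefore not fixed by these probes.

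**Figure D4:**
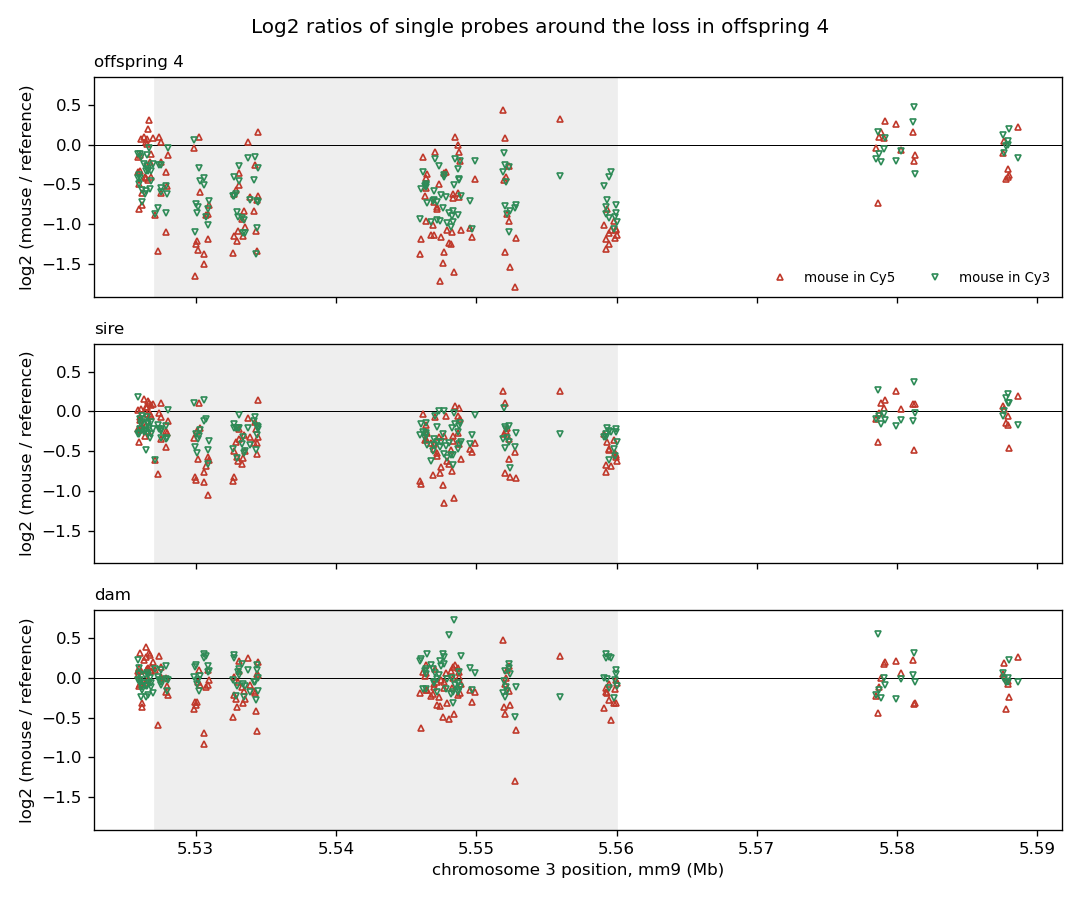
Log2 ratio of mouse over reference at single probes on chromosome 3 (mm9) in offspring 4, the sire and the dam. Triangles pointing up are arrays with the mouse in Cy5 and triangles pointing down those with the mouse in Cy3, and the shaded band is the fitted span from 5527091 to 5560092. Its mean was −0.72 in offspring 4, −0.37 in the sire and −0.06 in the dam.

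The 7 candidate gains all lay on chromosome 15, 1 in offspring 4 and 6 in offspring 6, at places where the mean of the sire was between 0.37 and 0.55. All 7 lay inside 1 gain that the moving mean called from 47264809 to 47377598, with 395 probes. Its mean was 0.44 in the sire, 0.41 in offspring 4 and 0.50 in offspring 6, and between −0.01 and 0.02 in the other mice. These candidates are therefore parts of 1 gain shared with the sire, and not separate changes new to the offspring. The last candidate was a loss in offspring 6 on chromosome 14 at 35429380 to 35429739, where the mean was −0.60 in offspring 6 and −0.42 in the dam, and where offspring 3, 4 and 7 had −0.51, −0.49 and −0.49.

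Of the regions positive in a parent but not in all mice, there were 4. The one with the most probes lay on chromosome 3 at 25416456 to 25434312, with 48 positive probes. Its mean log2 ratio was −1.59 in the dam and between −1.78 and −1.63 in offspring 2 to 7, against −0.02 in the sire and −0.01 in offspring 1. The next lay on chromosome 17 at 39462215 to 39464259, with 6 positive probes. It had −0.99 in the dam, between −0.996 and −0.947 in offspring 2 to 7, and 0.03 in offspring 1. Another, with 4 positive probes, was a gain on chromosome 15 at 47277146 to 47277654, with 0.57 in the sire, 0.56 in offspring 4 and 0.63 in offspring 6, against 0.01 in offspring 1. This region lay inside the gain of 395 probes described above.

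Probe by probe, limma found 0 of 170167 probes that differed between offspring and parents after Benjamini-Hochberg adjustment, where 13449 had an unadjusted p under 0.05 and the smallest adjusted p was 0.627. The parents share a slide with no offspring. With the slide as a random block the count was also 0, with 10038 at an unadjusted p under 0.05. No fit within a slide can be had, since no slide held both generations.

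Against the reference mouse, limma called 7571 probes over the 9 mice, of which 4798 were higher and 2773 lower in the family. Their shifts were small: the median size was 0.12, and 150 of the 7571 were over 0.5. With trend and robust in eBayes the count was 0, with 31878 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0515. With the slide as a random block it was 4170. The reference was 1 animal and its own spread is not in the test.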

Values the study reported

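In this family the study listed a deletion of 34,160 bp on chromosome 3 in 1 offspring and a deletion of 25,412 bp on chromosome 13 in another. It listed both as de novo changes, found by array CGH and then also by quantitative PCR. Over all families, it reported de novo deletions in 7.1% of the offspring of non-irradiated fathers (11 out of 156) and in 20.4% of those of irradiated fathers (29 out of 142).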

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

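The tests of the loss in offspring 5 for dye bias, regional noise and presence in a parent, both tests of offspring 1, and those of the chromosome 3 region and of inheritance at the chromosome 17 region were chosen only after the result was seen. Among the 7 offspring, 14 measures were examined for a mouse far from the others, by the gap to the nearest mouse over the whole range, with Dixon's 95% limit for 7 values. By chance about 1 in 20 such measures passes, and 8 passed, 4 in offspring 1 and 4 in offspring 5. The measures in each mouse are not independent.

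Offspring 1 stood apart on the sex chromosomes, with a gap of 0.851 of the range for the X median (0.01) and 0.643 for the Y median (−0.05). A mix-up in which DNA of the sire was put on the arrays of offspring 1 is argued against by the named region on chromosome 15, where offspring 1 had 0.0110 and the sire 0.57. The values are those that a male offspring with a Y chromosome would give against the male reference. Its X and Y medians lay near those of the sire, 0.00 and −0.02. The lower of its 2 arrays had a Y median of −0.188, above the highest of the other offspring, −1.38. The labels give no sex, and a swap with a mouse from outside the family was not tested.

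Offspring 1 also stood apart at the named regions on chromosome 3 (0.914 of the range) and chromosome 17 (0.953), where it lay near 0 like the sire and the other 6 offspring were low like the dam. On chromosome 3 the loss was too deep for 1 lost autosomal copy of 2, which would give a log2 ratio no lower than −1: the highest mean among the 6 offspring was −1.63. A candidate explanation is sequence shared with the Y chromosome, of which the male reference has a copy. In GRCm38, 1 stretch of chromosome 3 was shared with Y over at least the length of the region, and it was 40183 bp long. It was not shown to be the probed region, since the builds differ. On chromosome 17, an unlinked autosomal deletion passed on by the dam would follow the Y values in all 7 offspring with a chance of 0.00781. Whether sequence shared with Y lies at the probes cannot be told there, since 372 stretches of that chromosome shared at least that length with Y.

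Offspring 5 stood apart at the 4 named regions on chromosome 13, with gaps of 0.933, 0.894, 0.933 and 0.860 of the range. The regions were chosen because this mouse was low there, so these values add no separate evidence. Dye bias is argued against by the smaller of its 2 array means over the fitted span, −0.330, which had the sign of the other. Regional noise is argued against by the lowest mean of as many probes elsewhere in this mouse, −0.238, against −0.38 over the span, where windows that touch the named losses on chromosomes 3 and 17 were left out, since those losses were seen in 7 mice. The lower of the 2 parents' means was −0.00739, which leaves no sign of the loss in either parent. A de novo deletion in offspring 5 may be the cause. The paper lists a chromosome 13 deletion of this family as de novo, with quantitative PCR as a further measurement. Loss arising in the tail cells of offspring 5 alone is not excluded.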

How the results depend on the processing

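The alternatives for the total number of positive probes, the one that leaves out the named losses, those for the segments, for the noise of the arrays and for the share of the chromosome 3 loss seen in the sire were chosen after seeing the data. The cause was not tested for any change in this part except where it is named.

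The difference in positive probes between offspring and parents, 39.4, was −4.57 when the mean of the dye-swap pair had to pass, and 18.9 to 68.9 under the other 11 alternatives, with 18.9 when the named losses on chromosomes 3 and 17 were left out. It was 30.2 to 52.0 when 1 offspring was left out. The total of 820 was 419 at a threshold of 0.8, 1728 at 0.4, 2056 with the mean of the pair, 2030 with no neighbour required and 434 with those losses left out. Lower thresholds and fewer conditions admit more probes by construction. The number positive in all 9 mice, 0, was 2 at 0.4, 2 without centring and 2 with the mean of the pair. It was 0 to 2 when 1 offspring was left out, with 2 without offspring 4.

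The 17 candidate regions became 3 at a threshold of 0.8, 28 at 0.4, 9 with normexp, 29 with the mean of the pair, 97 with at least 2 probes and 3 with at least 10. Leaving out 1 offspring gave 10 to 17, with 10 without offspring 6 and 11 without offspring 4. The 4 clear regions became 0, 8, 1, 9, 16 and 0 under the same alternatives. Leaving out 1 offspring gave 0 to 4, with 0 without offspring 5, which carried all 4. Of the clear regions, 7 of 8 at 0.4, 1 of 1 with normexp, 7 of 9 with the mean of the pair and 11 of 16 with at least 2 probes lay in the fitted span of offspring 5. Without centring there were 5, of which 1 lay in the chromosome 3 span of offspring 4. With the mean of the pair, 1 of the 9 also lay in that span. The region positive in 1 parent and no other mouse became 0 at 0.8, 0 at 0.4, 0 with normexp, 0 with the mean of the pair, 13 with at least 2 probes and 0 with at least 10. It was 1 to 2 when 1 offspring was left out, with 2 without offspring 6.

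For offspring against parents, limma called 0 probes under all 16 alternatives. The count at an unadjusted p under 0.05, 13449, was 13513 with trend and robust and 27626 without the sire, where the smallest adjusted p was 0.0902. Without the dam it was 6783, so the count depended on which parent was left out. In these 2 fits the lone parent was assumed to vary like the offspring. For the family against the reference, 7571 became 0 with trend and robust and 4170 with the slide as a random block. Leaving out 1 mouse gave 3481 to 8661, with 3666, 3489, 3481, 4490, 4862 and 4920 without offspring 2 to 7 in turn. Without the sire the count was 8601 and without the dam 8661. The other 5 alternatives gave counts within 1.5 times of 7571.

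Of 35 values of the named regions under alternatives, 28 stayed within 1 SD, 7 moved further and 0 changed sign. The difference between dam and sire was 0.60 on X and −0.90 on Y with normexp, against 0.77 and −1.21. The share of the chromosome 3 loss seen in the sire was 0.532 to 0.619 on the linear scale. Segments at levels of 0.2 and 0.3 numbered 47 and 18, against 23. The noise of the arrays was 0.160 to 0.170. Signal was not limiting, with at least 99.0% of spots well above background, but 2 arrays per mouse and 1 mouse per parent limit the precision. No paired analysis was possible because the sire and the dam have 1 replicate each, so the groups share fewer than 2 replicate numbers.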

Other observations

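The tests in this part were chosen only after the result was seen, except the 2 tests of the size of the loss in offspring 5, which were set before their values were seen. The segments by moving mean were also sought after the data were seen.

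The loss on chromosome 3 in offspring 4 was also seen in the sire at a lower size, −0.37 against −0.72. The paper lists a chromosome 3 deletion of this family as de novo, whereas here the sire had a smaller loss at this span. Dye bias is argued against by the smaller of the 2 array means of the sire, −0.308, which had the sign of the other array. The lowest mean of as many probes elsewhere in the sire, outside the named losses on chromosomes 3 and 17, was −0.249, which argues against regional noise. If DNA of offspring 4 had been mixed into that of the sire, the sire would also be low at the named chromosome 3 region, where a mean of −0.72 would follow and −0.0216 was seen. The sire minus offspring 4 was 0.349, beyond the largest difference within 3 gains that mice share, 0.0864, which argues against the loss of 1 copy in all cells of both. A shorter deletion in the sire would leave part of the span without loss, but the lowest share of the loss of offspring 4 seen over 5 parts was 0.553 and the highest 0.617, with a loss taken on the linear scale as 1 minus the ratio of mouse over reference.

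A candidate explanation is that the sire carried the deletion in a share of its cells and passed it to offspring 4. On the same linear scale the loss in the sire was 0.580 of that in offspring 4 over the whole span, which is not a measured share of cells. The fitted edges were the same in both, with a difference of 0 probes where 10 were allowed. That is weak evidence, since probes are absent or sparse beyond both edges and the response of single probes is shared by mice. DNA from another male that carries the deletion was not excluded. A test would be to look for the junction of the deletion in other tissues of the sire.

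The loss in offspring 5 was smaller than that in offspring 4, with a mean log2 ratio of −0.38 against −0.72 over the fitted spans, or 0.581 of its size on the linear scale. A loss in a share of the cells of offspring 5 cannot be told apart from other reasons by this value, as the probes differ. A mix of probes that respond and probes that do not may account for it: the SD of the probes inside the span was 3.03 times that around it (0.31 against 0.10), while in the other mice the ratio at this span was 0.681 to 1.08. In offspring 4 it was 2.44 at its own span, so this does not set the 2 losses apart.

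Calls after flipping the sign of 1 array went 435 one way and 15 the other. Of the 328 probes called in the main direction, 73 were called in at least 2 mice, against 0.489 by chance, which is 22.3% of them. Dye bias of particular probes may be the source of these calls.

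With the moving mean, 23 segments were found at a level of 0.25, of which 14 were called in a parent and 2 in all 9 mice. The background from the difference of the 2 arrays divided by 2 was 161, and 0 once the mean of each probe over mice was removed. The former keeps dye bias of a probe, which cancels in the mean of the pair, so it does not measure false segments. The number of segments stays uncertain, since it was 47 at a level of 0.2 and 18 at 0.3. Both segments called in all 9 mice lay on chromosome 14. In the one from 53712314 to 53761410 the mean over mice was −0.301 with an SD of 0.0121. Dye bias is argued against by the highest of the 18 array means, −0.258. Whether this is a difference of 1 whole copy between the reference mouse and the family cannot be told. The X medians of the dam and offspring 2 to 7, 0.74 to 0.87, and the loss in offspring 4, −0.72, were larger in size. A difference between 1 and 2 copies with that response would give more than was seen. Other shifts were nearer in size: the loss in offspring 5 on chromosome 13 was −0.38, and the smallest value in a gain that mice share was 0.298. The shift of 1 copy is smaller where more copies are present, and the number of copies in the reference at this locus was not measured.

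The data hold 1 family of a non-irradiated sire. The effect of radiation was not analysed here.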
